A study of Mus musculus with 10 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

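Tail DNA of the sire, the dam and 3 progeny of 1 non-irradiated family was hybridized against tail DNA of 1 reference male on a custom mouse CGH array with 1 array per slide. Each mouse was measured on 2 arrays, with its DNA in Cy3 on one and in Cy5 on the other. The authors scanned the arrays and extracted the spots with Agilent Feature Extraction 10.7.1.1, per the submitters' processing notes. The deposited files give a log10 ratio of Cy5 over Cy3 for each of 973116 spots, and the intensity of each dye before and after background subtraction, detrending and dye normalization by that software, per the file headers. Probe positions are those of the array design, on the mouse build mm9 (NCBI37), which the headers of 9 files name and the header of the remaining file does not. No coordinate was converted to another build. The deposited files pair no probe with a gene symbol, and the annotation at hand was of another build, so no gene was named and Zfp292 was not analysed here.

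Control spots (6745 per array) and spots marked as outliers were left out, and the values of probes with more than 1 spot were averaged. The log2 ratio of the processed signals was turned so that it read mouse over reference and centred on the median of the autosomal probes of each array, with no loess or quantile step. This keeps a shift that covers much of an array only relative to that median. The share of spots well above background ran from 71.9% to 98.9% in the mouse channel and from 74.9% to 97.8% in the reference channel, and no spot was saturated. The arrays fell into 3 scan batches, which held the 2 parents, progeny 1 with progeny 2, and progeny 3.

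Following the rule in the study's methods, a probe was positive when its log2 ratio passed 0.8 on both arrays of a mouse, or 0.5 on both arrays together with an adjacent probe. The sign had to be the same on both arrays after the dyes were turned, a condition that the study's methods do not state. The chance level came from 100 shuffles of the probe order of 1 array against the other, and probes that passed on opposite sides of the 2 arrays were counted beside it, as a dye effect would give. A progeny-only probe was positive in a progeny mouse and on that side in neither parent. Regions were runs of adjacent progeny-only probes, and the mean of a region was set against 10000 random windows of the same number of adjacent probes. Shares have exact (Clopper-Pearson) 95% binomial intervals, which cover counting error only. The family was compared with the reference, and the 3 progeny with the 2 parents, by limma (lmFit and eBayes, Benjamini-Hochberg 0.05) on the mean of the 2 arrays of each mouse. By their labels, the 2 arrays of a mouse hold the same DNA, and they were counted as 1 replicate. The X probes went against these labels in 4 of the 5 mice. The comparison with the reference leaves out the spread of the reference, which was 1 mouse. The scan for regions common to arrays used running medians of 5, 9 and 21 probes and kept runs of at least 3 positions beyond 5 robust SDs on at least 4 arrays.

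Apart from the additions in its last sentence, the rules, tests and alternatives in this paragraph were fixed before the data were examined. The text names progeny-only regions of 2 or more probes by number of probes and then by size of the mean, single progeny-only probes with the largest mean in each direction, regions positive in all 5 mice or in a parent and a progeny mouse, and regions positive in 1 parent and no progeny mouse. The alternatives were normexp background correction (offset 50) on median signals, since mean signals were not used here, log ratios without centring, subtraction of a running median of 501 probes, stricter thresholds (1 and 0.7), looser thresholds (0.6 and 0.4), thresholds of 5 robust SDs, absolute values with no condition on the sign, the single-probe rule alone, neighbours within 10 kb, a filter on dim probes, outlier spots kept, 1 array per mouse, other ways to call a probe present in a parent, each mouse left out in turn, and, for limma, the mouse or the scan batch as a random block. The series table was not used, since its 10 value columns hold no value beside the probe numbers. Added after the data were seen were the scan of the arrays, the exchange of 4 array labels, with and without the filter on dim probes, and the use of progeny 3 alone.

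The screen rule was tested on simulated data, in which 200 deletions per setting were added to the 2 shuffled arrays of progeny 3 (950622 probes). With a log2 change of -1, a single probe was recovered in 54.0% of the deletions, a deletion of 2 probes in 88.0% and one of 4 probes in 100%. With a change of -2, a single probe was recovered in 99.5%. With a change of -0.6, a deletion of 4 probes was recovered at 1 or more probes in 46.5%, and 23.8% of its probes were positive. The limma fits were tested on 50000 simulated probes. For the family against the reference, 99 of 100 probes changed by a log2 of 1 were recovered. For the progeny against the parents, 24 of 100 were recovered at a log2 of 1 and 96 of 100 at a log2 of 2. The changes were added to the mouse means, so these rates do not cover mice whose 2 arrays go against each other. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1, statmod 1.5.0 and the data.table package (version 1.17.8) were used.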

Results

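Genomic DNA from the tails of 1 family of C57BL/6JNrs mice was compared with the DNA of 1 reference male of the same colony by array comparative genomic hybridization (array CGH), which reads the copy number of a locus as the log2 ratio of 2 differently dyed DNA samples. The family came from the non-irradiated control arm of a study on the offspring of male mice exposed to gamma rays at 20 mGy/day for 400 days, and the dose of these mice was 0 mGy. It consisted of 1 sire, 1 dam and 3 progeny, called progeny 1, progeny 2 and progeny 3 here. Each mouse was hybridized on 2 arrays with the dyes exchanged, so that the series held 10 arrays, and the pair of arrays of a mouse counted as 1 replicate. Each array carried 950749 probes, of which 950622 were autosomal, 68 lay on the X chromosome and 23 on the Y chromosome. The median distance between neighbouring autosomal probes was 2.05 kb. On each array 71.9% to 98.9% of the spots were well above background in the channel of the mouse, no spot was saturated, and the probe-to-probe noise that the scanner software gave was 0.319 to 0.386. The number of arrays limits the precision of every value below.

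The X and Y chromosome probes showed which arrays held DNA of the opposite sex to the reference male. In progeny 3, the X probes were higher than the reference on both arrays, with medians of 0.97 and 0.95 (68 probes), and the Y probes were lower, with medians of -1.82 and -2.36 (23 probes). In the other mice the 2 arrays went against each other. The array labelled sire with the mouse in Cy3 had an X median of 0.06 and a Y median of 0.10, whereas the one labelled sire with the mouse in Cy5 had an X median of -0.97 and a Y median of 1.86. The array labelled dam had an X median of 0.06 in Cy3 and 0.95 in Cy5, and the Y medians were 0.05 and -2.68. The X medians were 1.01 and -0.08 on the Cy3 and Cy5 arrays labelled progeny 1, and -0.81 and -0.02 on those labelled progeny 2. The X medians of 4 of the 5 mice thus differed by over 0.5 between their arrays, and the Y medians of all 5 did, those of progeny 3 by -0.54 with the same sign on both arrays. Unless said otherwise, the values below follow the labels as deposited. A direction given for the mice labelled sire, dam, progeny 1 and progeny 2 rests on labels that these probes went against, and progeny 3 was the mouse whose arrays had like X medians and Y medians of the same sign.

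**Figure D1:**
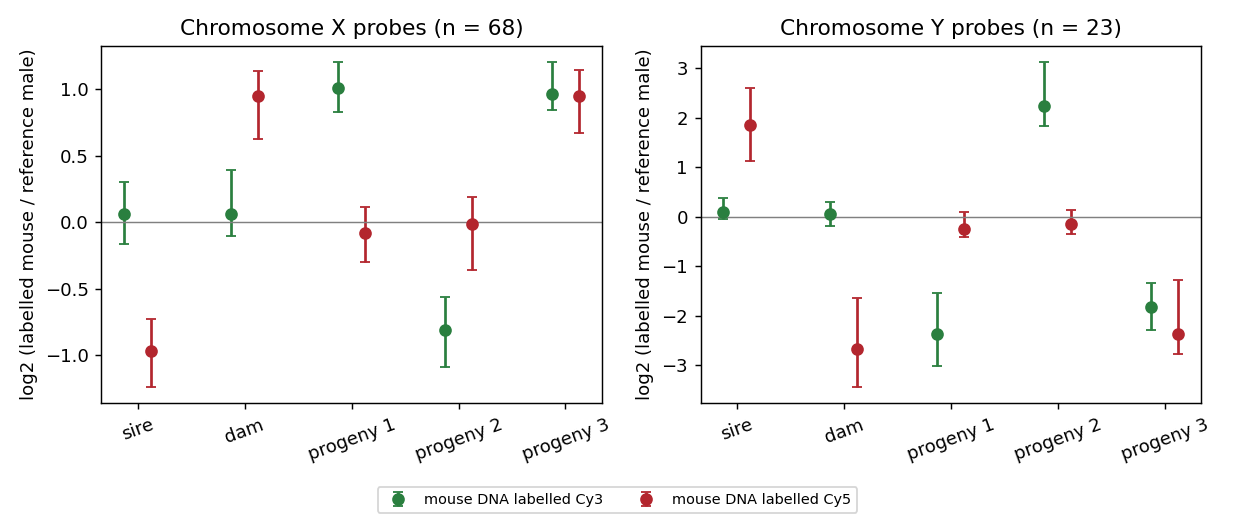
Median log2 ratio of the labelled mouse over the reference male for the 68 X probes (left) and the 23 Y probes (right), with the mouse DNA in Cy3 (green) or in Cy5 (red); bars span the lower to the upper quartile of the probes. The X medians of progeny 3 lay at 0.97 and 0.95, and those of every other labelled mouse differed between its 2 arrays, as in the sire with 0.06 and -0.97.

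The first comparison asked how many autosomal probes differed between each mouse and the reference. A probe was positive when its log2 ratio passed 0.8 on both arrays of the mouse, or 0.5 on both arrays for 2 adjacent probes, on the same side after the dyes were turned. The longest positive region by the labels was in progeny 3, where 4 adjacent probes on chromosome 2 (70,079,530 to 70,085,630, mm9) were higher than the reference by 2.86 on average. Their mean was 0.245 with normexp, which also lowered the X median of this mouse, from 0.956 to 0.305. None of them was called with the filter on dim probes. With 4 array labels exchanged, an alternative added after the data were seen, the longest regions were 23 probes in the mouse labelled progeny 1 and 9 in the sire, against 4 in progeny 3. By the labels, the mouse labelled progeny 2 was higher by 2.09 at 3 of the probes of the chromosome 2 region (70,079,530 to 70,084,238). In progeny 3, 3 probes on chromosome 3 (25,417,435 to 25,432,738) were lower (-1.56), of which 2 followed the Y probes, 3 probes on chromosome 4 (101,266,998 to 101,270,535) were higher (0.78), and 2 probes on chromosome 19 (40,372,338 to 40,375,361) were lower (-1.74). Progeny 3 had 1288 higher and 1715 lower probes, 3003 in all. There were 1724 positive probes in the mouse labelled sire, 3301 in the one labelled dam, 2359 in progeny 1 and 2243 in progeny 2. The mean of the progeny was 2535 ± 409 (SD, n = 3), which lay between the values of the 2 mice labelled as parents.

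Pairing by chance alone gave a large part of these calls. When the probe order of 1 array was shuffled against the other in 100 draws, 1279 probes were positive on average in progeny 3, 1087 in the sire, 2371 in the dam, 883 in progeny 1 and 1336 in progeny 2. These shuffles took every autosomal probe as alike. However, 98.99% of the calls lay on the 37.5% of autosomal probes that were not well above background on some array. The excess over the shuffled counts thus does not show true differences. More probes passed the thresholds on opposite sides of the 2 arrays than on the same side, from 4776 in progeny 1 to 11845 in the dam, and the correlation between the 2 turned arrays of a mouse was negative in all 5, from -0.265 in the sire to -0.153 in progeny 3. When probes not well above background in either channel of any array were left out, 67 calls were made in place of 12630, namely 43 in progeny 3, 9 in progeny 1, 7 in progeny 2, 5 in the dam and 3 in the sire. In progeny 3, the positive probes left in this way included 8 within chromosome 4: 101,102,197 to 101,274,167, and those left on chromosome 3 at 25,417,435 (-1.32) and chromosome 6 at 104,241,394 (-3.77).

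**Figure D2:**
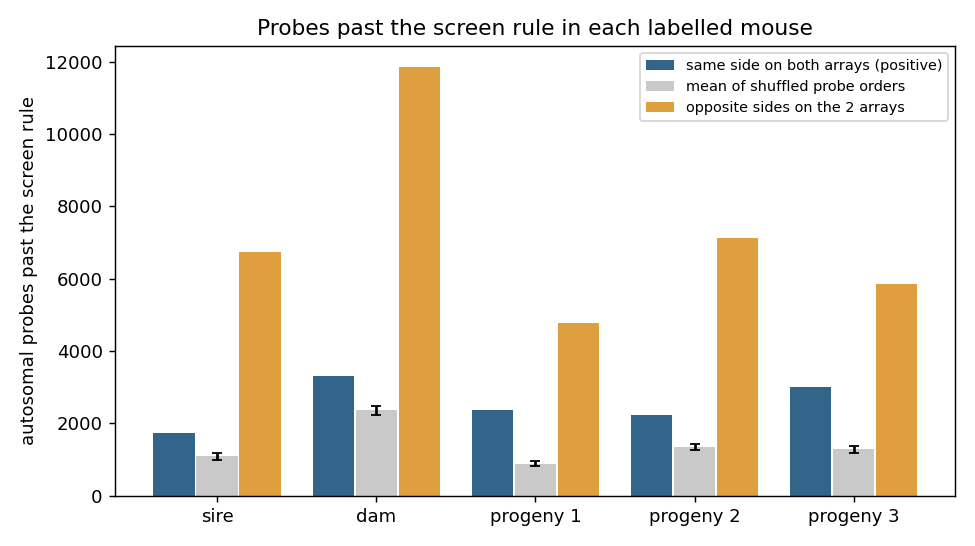
Number of autosomal probes past the screen rule in each labelled mouse: on the same side on both arrays (blue), in 100 shuffles of the probe order of 1 array (grey, mean with lowest to highest), and on opposite sides of the 2 arrays (orange). In progeny 3, 3003 probes passed on the same side, 1279 in the mean shuffle and 5864 on opposite sides.

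The family analysis asked which differences were present in the progeny and in neither parent. In progeny 3, which had 2938 such progeny-only probes in 111 regions of 2 or more probes, the regions on chromosomes 2, 3, 4 and 19 given above led the list by the labels. With 4 array labels exchanged, the first 3 of these regions were positive in a parent as well. The mean on chromosome 2 was 3.62 in the sire and 2.56 in the dam, and the dam was also lower on chromosome 3 at 25,417,435 (-1.58) and higher on chromosome 4 (0.62, positive at 2 of the 3 probes). A run of 2 probes on chromosome 12 (64,629,676 to 64,632,051) was also higher in progeny 3 (1.40). Runs of 2 were lower on chromosome 3 at 90,446,519 to 90,450,636 (-1.35) and on chromosome 18 at 42,656,388 to 42,666,060 (-1.31). Normexp gave 0.061, -0.014 and -0.016 for these runs and -0.064 for the region on chromosome 19. None of them was called with the filter on dim probes. In the mouse labelled progeny 2, which had 2191 progeny-only probes and 70 regions, 3 probes on chromosome 10 (14,704,593 to 14,709,783) were higher (1.31), as were 2 probes on chromosome 3 at 130,868,327 to 130,869,701 (1.32) and 2 on chromosome 18 at 31,965,466 to 31,966,823 (1.30). In the mouse labelled progeny 1, with 2304 progeny-only probes and 75 regions of 2 probes each, chromosome 6 at 58,946,828 to 58,948,211 (1.40) and at 55,039,500 to 55,041,910 (1.37) was higher, and chromosome 13 at 14,044,100 to 14,045,507 (-1.38) and chromosome 5 at 34,345,676 to 34,347,715 (-1.33) were lower. Normexp gave 0.038, 0.092, -0.040 and -0.100 for these regions of progeny 1, in that order. For progeny 2 it gave 0.071, 0.068 and 0.093 on chromosomes 10, 3 and 18. Each of the regions named here for progeny 1 and progeny 2, and those of progeny 3 on chromosomes 2, 3 (90,446,519), 18 and 19, exceeded 10000 random windows of as many adjacent probes in the same mouse (permutation p = 0.0001, the smallest such windows can give), while those of progeny 3 on chromosomes 3 (25,417,435), 4 and 12 gave p = 0.0002. These p-values take no account of the choice of regions by their size.

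Among single progeny-only probes, the largest were in progeny 3 the probes on chromosome 1 at 20,163,263 (2.56) and on chromosome 6 at 104,241,394 (-3.77), the latter also in step with the Y probes across the arrays. Under normexp they were 0.085 and -2.61 in progeny 3. A probe on chromosome 13 at 95,707,465 was higher in this mouse by 2.30. With 4 array labels exchanged, the probe on chromosome 13 was higher in all 5 mice (2.26 in the sire and 2.07 in the dam), and that on chromosome 6 was lower in the dam (-3.68), so that neither was then progeny-only. In the mouse labelled progeny 2, the largest were those on chromosome 3 at 67,816,163 (2.40) and on chromosome 17 at 4,807,011 (-2.38), and in the one labelled progeny 1 those on chromosome 4 at 153,915,141 (2.45) and on chromosome 10 at 114,269,223 (-2.11). Normexp gave 0.109, -0.110, 0.077 and -0.095 for these probes, in that order. With the array labels exchanged, the means named for progeny 1 and progeny 2 moved toward 0 in each case except chromosome 2 (3.34), and that on chromosome 6 at 55,039,500 was -0.0501. They had been picked as the largest with both labelled arrays on the same side. Replacing 1 of the 2 arrays thus draws the mean toward 0 by selection, and the move does not bear on the exchange. The progeny-only probes numbered 2478 ± 403 per mouse (SD, n = 3), and their regions 85.3 ± 22.4. Probes positive in 1 mouse alone numbered 1626 in the sire, 3177 in the dam, 2237 in progeny 1, 2086 in progeny 2 and 2847 in progeny 3. Of the 10 ways to name 2 of the 5 mice as the parents, the labelled one ranked 5 by the number of probes absent from both parents and 2 by their share (97.7%), and an exact test over 10 such assignments cannot go below 0.1.

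Positive probes were seldom shared between the mice by their labels. No probe was positive in all 5 mice, 1 was positive in 4, 7 in 3 and 316 in 2, against 32.9 expected in 2 from independent lists. Regions positive in a parent and in a progeny mouse numbered 168, and each was a single probe, such as chromosome 1 at 3,694,323 in the dam and progeny 3 (1.79), chromosome 14 at 39,282,961 in the sire and progeny 2 (1.84), and chromosome 9 at 34,682,715 in the sire and progeny 1 (1.66). In the mouse labelled sire, a region of 2 probes on chromosome 1 (72,028,615 to 72,031,331) was lower (-1.10) and positive in no progeny mouse. In the mouse labelled dam, 3 probes on chromosome 7 (139,751,441 to 139,754,484) were higher (0.81), 2 on chromosome 7 at 108,959,777 were lower (-1.42) and 2 on chromosome 9 at 76,790,473 were higher (1.41), again in no progeny mouse. Such regions, single probes included, numbered 1602 in the sire and 3047 in the dam. Of the 7605 positive probes of the progeny, 172 were positive in a parent too, which is 2.26% (exact 95% binomial interval 1.94% to 2.62%, counting error only), against 0.264% expected from independent lists. The values expected from independent lists take every autosomal probe as equally likely to be called. However, 98.99% of the calls lay on the 37.5% of autosomal probes that were dim, so the excess alone does not show shared or inherited differences. Without the dim probes the share was 0 of 59 (upper bound of the exact interval 6.06%) by the labels, and 35 of 165 (21.2%, exact interval 15.2% to 28.2%) with the 4 array labels exchanged. Of these 35 calls, 21 followed the Y probes, 12 lay in the regions shown in the plot of the 3 autosomal regions, and 2 were elsewhere.

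Some regions stood apart from the reference on several arrays. A scan of the 10 arrays for runs of probes, chosen after the data were seen and made without use of the mouse labels, gave 5 regions, and none in 10 shuffles. The shuffles broke the probe order of each array independently. Their lack of regions was thus all but given, and it excludes no other source of such runs. On chromosome 4 at 101,102,197 to 101,274,167 (78 probes, 172 kb), progeny 3 was higher by 0.61 and 0.57 on its 2 arrays, a ratio of 1.53 and 1.49. On chromosome 4 at 78,453,216 to 78,509,511 (18 probes), progeny 3 was lower (-0.26 and -0.55), and on chromosome 2 at 70,079,530 to 70,085,630 (4 probes) it was higher (3.23 and 2.95). The arrays of the other mice again went against each other by their labels. At chromosome 4: 101,102,197 to 101,274,167, the array labelled progeny 1 was at 1.00 in Cy3 and -0.50 in Cy5, progeny 2 at -1.001 and 0.63, the dam at 0.00 and 0.64, and the sire at 0.06 and -0.57. The other 2 regions, on chromosome 3 at 25,417,435 to 25,432,738 (3 probes) and on chromosome 8 at 102,161,231 to 102,223,237 (20 probes), followed the sex probes, with correlations across the 10 arrays of -0.972 and 0.958 with the X median. The correlation was 0.888 for the region at chromosome 4: 101,102,197, -0.411 for that at 78,453,216 and 0.537 for chromosome 2. These correlations are over arrays rather than independent mice and were not tested.

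**Figure D3:**
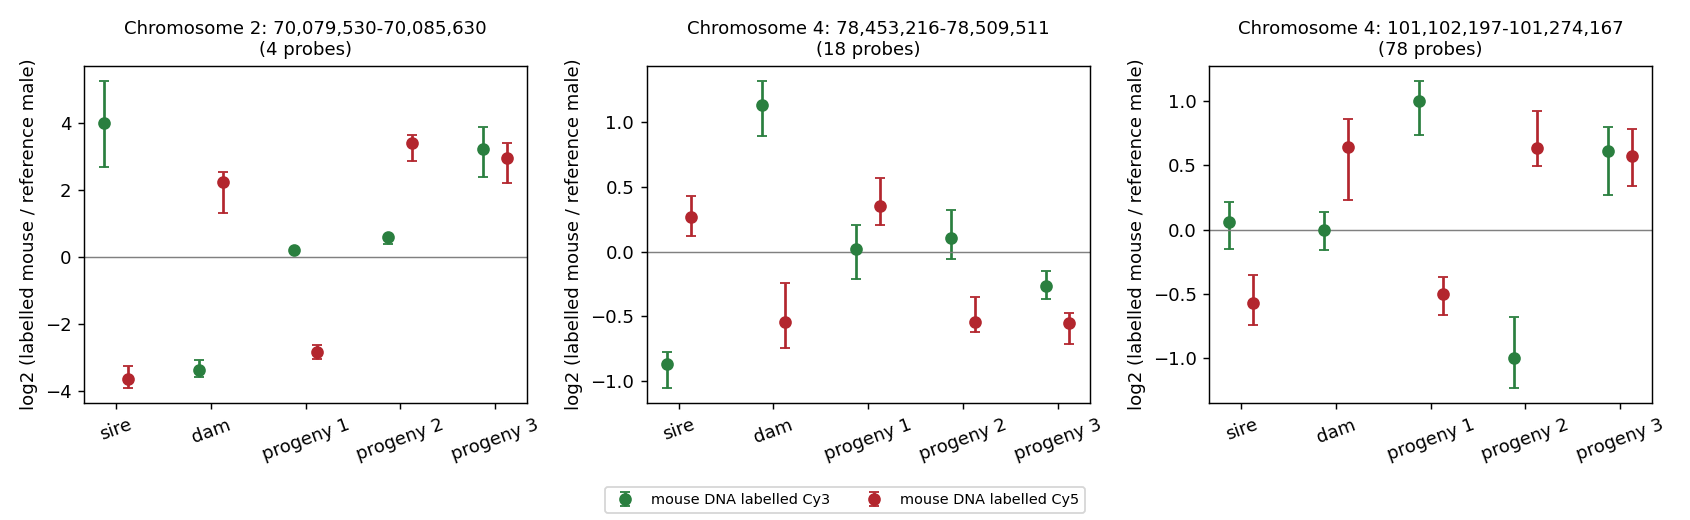
Median log2 ratio of the labelled mouse over the reference male in 3 autosomal regions (mm9), with the mouse DNA in Cy3 (green) or in Cy5 (red); bars span the lower to the upper quartile of the probes. Progeny 3 was on the same side of 0 on both arrays in each region (3.23 and 2.95 on chromosome 2, -0.26 and -0.55 on chromosome 4 at 78,453,216), and the arrays of the other labelled mice were far apart or on opposite sides of 0 in at least 1 region.

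The generations and the family as a whole were compared with the reference by a linear model over 949779 autosomal probes with 1 value per mouse. By limma with Benjamini-Hochberg adjustment at 0.05, no probe differed between the family and the reference, with an unadjusted p under 0.05 at 48584 probes (5.12%). With 4 array labels exchanged, limma called 1 probe, on chromosome 13 at 95,707,465. At that probe, the arrays labelled sire read 2.26 and -1.91 by the labels, and those labelled dam -2.26 and 2.23. Such differences cancel in the mean of a mouse, so the lack of calls by the labels does not exclude a difference shared by the family. By the labels, the smallest unadjusted p was at a probe on chromosome 2 at 31,829,212, with a log2 ratio of -0.69 (SE 0.065, adjusted p = 0.970 by limma). No probe was called between the 3 progeny and the 2 parents, with an unadjusted p under 0.05 by limma at 52999 probes (5.58%). The smallest was at a probe on chromosome 3 at 10,317,693, where the progeny were higher by 1.67 (SE 0.145, adjusted p = 0.882 by limma). Arrays of a mouse that go against each other cancel in these means too. In the simulated data, this comparison recovered 24 of 100 probes changed by a log2 of 1. The lack of calls therefore does not exclude a difference between the generations. With the scan batch as a random block, 45616 probes passed and 27.0% had an unadjusted p under 0.05 by limma, with a negative block correlation of -0.679. Without the block, the same mouse means gave no call. The 45616 calls thus depend on that correlation and do not show a difference between generations or batches. One batch held only the 2 parents, so that batch and generation cannot be told apart.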

Values the study reported

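The study spaced its autosomal probes about 2 kb apart in the first array CGH, and took a probe as positive when the absolute log2 ratio was over 0.8 in both dye-swap experiments, or over 0.5 for 2 adjacent probes. After a denser second array and quantitative PCR, the study listed 11 deletions and 3 duplications in the non-irradiated group, in which 7.1% of the offspring (11 of 156) carried a de novo deletion. For progeny 3 of the present family, the study listed a deletion with 1 positive probe on the first array and 2 on the second.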

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

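The tests of explanations in this part were all chosen after the results were seen. Of 16 measures, 6 compared over the 10 arrays and 10 over the 5 mice, 2 of those over arrays had an array far from the others. On the array labelled progeny 1 with the mouse in Cy5, 671 spots were marked as outliers, and on the array labelled dam with the mouse in Cy5, 74.9% of the spots were well above background in the reference channel. The reference was in Cy3 on that array. By dye it was not the lowest, since the Cy3 channel of the other array labelled dam had 71.9%. Chance flags about 1 in 20 groups.

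The 2 arrays labelled as 1 mouse disagreed at the X and Y probes in the sire, the dam, progeny 1 and progeny 2. An unusual sex chromosome of a mouse would give like values on both arrays, but the X medians of the sire differed by -1.03 between the Cy5 and the Cy3 array. Wrong dye labels alone would keep the X probes of the sire near 0, but the array labelled sire in Cy5 had a median of -0.97. An exchange of arrays between mice may account for the pattern, since the 1 autosomal probe beyond 1 in size on every array (chromosome 13 at 95,707,465) went against the labelled dye on 4 arrays, the sire in Cy5, the dam in Cy3, progeny 1 in Cy5 and progeny 2 in Cy3, and exchanging the first with the second and the third with the fourth makes the X probes of every pair agree. At the 3 autosomal regions with a correlation under 0.95 with the X probes, this pairing ranked 1 of the 9 within scan batches and 6 of all 945 (residual 14.9%, by the labels 86.0%), and 1 of 9 and 5 of 945 without the region at 101,102,197, which had a correlation of 0.888 (19.3% against 84.5%). The probe on chromosome 13 at 95,707,465 was itself removed by the filter on dim probes. Its mean in progeny 3 was 1.28 with normexp, in place of 2.30.

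With these labels exchanged, the mouse labelled progeny 1 lay outside the range of the 2 mice labelled as its parents on chromosome 4. At 101,102,197 to 101,274,167 its ratio to the reference was 2.0003, with 1.024 in the sire and 1.519, 1.4828 and 1.508 in the dam, progeny 2 and progeny 3, and at 78,453,216 to 78,509,511 it was 0.971, with 0.5001 in the sire and 0.755, 0.733 and 0.755 in the others. If the dam and progeny 1 were exchanged as mice, the other 3 would lie at the mean of the sire and progeny 1, and their largest distance from it was 2.98% and 4.10% of the range of the mice in these regions and 15.6% on chromosome 2 at 70,079,530 to 70,085,630 (4 probes), and over the 3 regions it was the smallest of the 10 choices of 2 parents (the next was 60.6%). With the parents as labelled, the largest distance was 78.7%, but a sire with unequal haplotypes could pass on either value, so that without phase this remains open beside a second exchange, and the labels of 1 family cannot decide it.

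Nearly all positive probes were dim. Leaving out these dim probes, 37.5% of the autosomal probes, removed 99.5% of the calls, so that low signal may be their main source. However, the filter leaves out a probe when either channel of any array is not well above background. A true loss in 1 DNA can thus remove its own probe. The filter also removed the probe on chromosome 13 at 95,707,465, which lay beyond 1 in size on every array. The loss of calls therefore does not separate noise from true differences. Of the 12630 calls, 128 lay on the probes that were kept, and 61 of these were lost because the adjacent probe they needed was dim. Inherited differences would be positive in a parent too. The share was 2.26% by the labels, 2.80% with the array labels exchanged, and 21.2% when dim probes were left out as well. With a looser limit for the mean of a parent it was 33.8%. When each progeny mouse was set against each parent, 77.4% of the progeny positive probes did not exceed both parents by the thresholds. That is not presence in a parent. No chance level was computed for the 33.8% or the 77.4%, so neither bears on inheritance. The part of inherited differences stays open. De novo change was not tested.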

How the results depend on the processing

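The exchange of array labels, with and without the filter on dim probes, and the use of progeny 3 alone were added after the data were seen, and the other settings were planned. For the results of the comparisons, 108 values under an alternative stayed the same within the limits set, 86 moved and 5 reversed. In the order of positive probes per mouse (2526), progeny-only probes (2478), progeny-only regions (85.3) and the percentage of progeny positive probes also positive in a parent (2.26), the values were 3.6, 4.67, 0.333 and 6.67 with normexp; 13.4, 19.7, 2.33 and 0 without dim probes; 860, 914, 7.33 and 1.15 with stricter thresholds; 7549, 7057, 299.7 and 4.55 with looser ones; and 794, 932, 1.33 and 0.746 with thresholds scaled to noise. With absolute values and no condition on the sign they were 12213, 8530, 1371 and 18.5, with only the Cy5 array 67335, 51614, 8624 and 22.5, and with only the Cy3 array 66875, 44260.0, 7541 and 25.3, and these 3 settings placed 5, 126 and 150 probes positive in all 5 mice in place of 0. The single-probe rule left 3 regions. With a parent's mean beyond 0.5 of the threshold counted as present, there were 44.3 regions and a share of 33.8%. With each progeny mouse set against each parent in 1 dye orientation, there were 34.3 regions. In that setting 77.4% of the progeny positive probes did not exceed both parents by the thresholds. With the array labels exchanged, 1 probe was positive in all 5 mice, the share was 2.80% and limma called 1 probe for the family, and with dim probes left out as well the 4 values were 43.6, 43.3, 6 and 21.2. The cause was not tested, except that stricter or looser thresholds and fewer arrays change the number of probes that can pass. Normexp with its offset also drew the sex probes toward 0, while the thresholds stayed the same. In progeny 3 the X median was 0.305 in place of 0.956, and the Y median was -0.0757 in place of -2.09. Both medians then lay short of the thresholds, so the fall in calls with normexp does not show that the lost calls were false.

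Of all calls, 50.1% were higher, and with normexp 22.2% of 18 calls. For the sex probes, the limit was the 95% interval of the median over probes. In the order of sire, dam, progeny 1, 2 and 3, the mean X medians (-0.45, 0.51, 0.46, -0.41, 0.96) were -0.135, 0.233, 0.119, -0.188 and 0.305 with normexp, and the Y medians (0.98, -1.31, -1.31, 1.04, -2.09) were 0.075, -0.107, -0.0393, 0.104 and -0.0757. Without dim probes, X was 0.594 in the dam, 0.389 in progeny 1 and -0.502 in progeny 2, and Y was 0.264, -0.6001, -0.382, 0.614 and -0.503 in the 5 mice. For the first 4 mice, X was -0.0011, 0.959, 0.910 and, reversed, 0.0321 with the array labels exchanged, -0.968, 0.9501, -0.0798 and -0.0156 on the Cy5 array, and 0.0605, 0.0627, 1.006 and -0.814 on the Cy3 array. Y was 0.0242, -2.27, -2.30 and 0.0463 with the labels exchanged, 1.86, -2.68, -0.245 and -0.153 on the Cy5 array, and 0.101, 0.0522, -2.37 and 2.23 on the Cy3 array. On single arrays, X in the sire (Cy3) and progeny 1 (Cy5) and Y in the dam (Cy3) and progeny 2 (Cy5) had reversed signs. With each of the 5 mice left out in turn, positive probes per mouse ran from 2332 to 2727, probes positive in all mice from 0 to 1 (1 without progeny 1), and limma called 0 in both comparisons. With each progeny mouse left out, progeny-only probes ran from 2248 to 2621, progeny-only regions from 72.5 to 93.0 and the share from 2.23% to 2.33%. With the scan batch as a random block, limma called 45616 probes between progeny and parents, at the negative block correlation given above. Of 130 values of 26 regions and probes of the progeny, 95 stayed within the spread, 34 moved and 1 reversed, chromosome 6 at 55,039,500 in progeny 1 (-0.0501 with the array labels exchanged). This tally is no measure of stability, since the exchange leaves progeny 3 as it was and the limit widens with the gap between 2 arrays. Progeny 2 on chromosome 2 thus counted as the same at 2.09 and 3.34. Under normexp every item moved except chromosome 4 at 78,453,216 and chromosome 8 at 102,161,231 in progeny 3. The value table of the series was not run, since its sample columns hold no value. The Zfp292 probe and the gene lists were not run, since the files name no gene and no coordinate was converted between builds. The running median was not applied to X and Y, which had too few probes. Signal over background bears on the screen in that 99.5% of the calls were not made without dim probes, and no test varied the signal itself.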

Other observations

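The tests in this part were all chosen after the results were seen. Of 1028 autosomal probes well above background whose SD over the arrays was above 0.5, 13 on 8 chromosomes followed the Y probes across the 10 arrays with a correlation over 0.95. With the 4 array labels exchanged, 14 probes followed the split of the mice by Y probes and at most 1 followed any of the 9 other splits of 2 against 3 mice, and 10 splits are too few for a share under 0.05. They included chromosome 6 at 104,241,394, where progeny 3 was lower on both arrays (-3.53 and -4.00), chromosome 9 at 35,857,910 (-2.34 and -2.10), chromosome 16 at 40,851,536 (-1.65 and -1.59), and 2 of the 3 probes of the region on chromosome 3 at 25,420,976 and 25,432,682. Of the 43 positive probes of progeny 3 that were well above background, 10 were of this kind and lower, and 8 lay in the region of chromosome 4 at 101,102,197 to 101,274,167. The remaining 25, of which 9 were higher and 16 lower, included a pair of adjacent probes on chromosome 7 (101,611,156 to 101,612,334) that were higher by 0.54 and 0.70. Other single probes were chromosome 1 at 4,472,900 (1.05), chromosome 8 at 44,711,593 (1.03), chromosome 18 at 81,447,319 (-1.01) and chromosome 11 at 104,002,842 (-0.91). The probe on chromosome 6 at 104,241,394 passed as progeny-only because the 2 arrays labelled dam differed there (0.27 in Cy3 and -4.02 in Cy5).

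With the 4 array labels exchanged and dim probes left out, the mice had 218 positive calls, and 35 probes were shared by 2 or 3 mice, against none of 67 by the labels. The calls included 43 within chromosome 4: 101,102,197 to 101,274,167 in the mouse labelled progeny 1, 9 in the dam, 8 in progeny 2 and 8 in progeny 3, and 13 within chromosome 4: 78,453,216 to 78,509,511 in the sire. Of the 165 positive probes of the progeny, 21.2% (exact 95% interval 15.2% to 28.2%, counting error only) were positive in a parent. These 35 calls comprised all 21 progeny calls that followed the Y probes, 12 of the 61 calls in the 3 autosomal regions, and 2 other calls, and calls at adjacent probes are not independent. At chromosome 13: 95,707,465 every mouse was higher than the reference under this exchange, by 2.14 on average. This probe was chosen for its size on every array and its signs bear on the exchange, so that it gives no separate test.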
